# Time course gene expression profiling of yeast spore germination reveals a network of transcription factors orchestrating the global response

**DOI:** 10.1186/1471-2164-13-554

**Published:** 2012-10-15

**Authors:** Cecilia Geijer, Ivan Pirkov, Wanwipa Vongsangnak, Abraham Ericsson, Jens Nielsen, Marcus Krantz, Stefan Hohmann

**Keywords:** Sporulation, Germination, *Saccharomyces cerevisiae*

## Abstract

**Background:**

Spore germination of the yeast *Saccharomyces cerevisiae* is a multi-step developmental path on which dormant spores re-enter the mitotic cell cycle and resume vegetative growth. Upon addition of a fermentable carbon source and nutrients, the outer layers of the protective spore wall are locally degraded, the tightly packed spore gains volume and an elongated shape, and eventually the germinating spore re-enters the cell cycle. The regulatory pathways driving this process are still largely unknown. Here we characterize the global gene expression profiles of germinating spores and identify potential transcriptional regulators of this process with the aim to increase our understanding of the mechanisms that control the transition from cellular dormancy to proliferation.

**Results:**

Employing detailed gene expression time course data we have analysed the reprogramming of dormant spores during the transition to proliferation stimulated by a rich growth medium or pure glucose. Exit from dormancy results in rapid and global changes consisting of different sequential gene expression subprograms. The regulated genes reflect the transition towards glucose metabolism, the resumption of growth and the release of stress, similar to cells exiting a stationary growth phase. High resolution time course analysis during the onset of germination allowed us to identify a transient up-regulation of genes involved in protein folding and transport. We also identified a network of transcription factors that may be regulating the global response. While the expression outputs following stimulation by rich glucose medium or by glucose alone are qualitatively similar, the response to rich medium is stronger. Moreover, spores sense and react to amino acid starvation within the first 30 min after germination initiation, and this response can be linked to specific transcription factors.

**Conclusions:**

Resumption of growth in germinating spores is characterized by a highly synchronized temporal organisation of up- and down-regulated genes which reflects the metabolic reshaping of the quickening spores.

## Background

Cellular adaptation to environmental changes ensures fitness and survival of cells and organisms. Adaptation programs may strengthen cell walls in response to stress, switch the metabolic machinery upon starvation or trigger morphological differentiation during multicellular development and sexual reproduction. Entering and exiting G_0_, or quiescence, are yet further examples of cellular transitions, important for the health of all organisms. A greater understanding of the control mechanisms that establish, maintain and end quiescence is important for basal, medical and biotechnological research.

Budding yeast *Saccharomyces cerevisiae* responds to carbon and nutrient limitation either by entering stationary phase (haploids), or sporulation (diploids) [1,2]. Sporulation involves two distinct but tightly linked processes: meiosis and subsequent formation of four haploid spores, two each of mating type **a** and α, enclosed in an ascus sack (reviewed in [3]). The spores contain high levels of protective trehalose and are surrounded by multi-layered spore walls. These features enable them to withstand harsh environments and to survive long periods of dormancy [4-7]. Upon exposure to glucose and nutrients, spores exit dormancy through germination and resume growth. Spore germination is a multi-step process that includes local degradation of the thick spore wall, breakdown of storage carbohydrates, swelling and elongation of the tightly packed spore [8,9]. During germination, the spore gradually loses its spore characteristics such as resistance to chemicals, heat and UV light, and starts acquiring those of a vegetative cell [10,11]. If the germinating spore is in close proximity to cells of opposite mating type it will initiate mating within hours after germination, before re-entry into the mitotic cell cycle [11,12]. The mating process, which involves cell cycle arrest prior to bud-formation and DNA synthesis, at least partly explains the observation that DNA replication starts first a few hours into germination, compared to transcription and translation that initiate within minutes after addition of a glucose-containing rich growth medium [11,13-15]. The knowledge of the properties and activities of quiescent spores is relatively sparse. Deciphering the underlying control mechanisms of establishing, maintaining or exiting spore dormancy is important for better comprehension of all phases of the life cycle of yeast. Also the process of germination is poorly characterized and research in this field will broaden our understanding of cellular developmental processes.

In this study, we analysed the transcriptional reprogramming of germinating spores and show that exit from dormancy results in rapid and global changes consisting of sequential gene expression subprograms. We identified a complex candidate network of transcription factors (TFs) regulating this response, thereby extending our understanding of the global regulatory program during germination [11]. By comparison of the responses between rich growth medium and pure glucose, we find that although the expression outputs are qualitatively similar, the response to rich medium is stronger than the glucose response. Furthermore, spores treated with pure glucose sense and react on amino acid starvation within the first 30 min after germination onset, and this response can be linked to specific TFs. Taken together, these results highlight that the process of germination consists of specific and temporally distinct gene expression subprograms.

## Results

### Spore germination involves a global gene expression reprogramming that encompasses distinct subprograms

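Spores of the diploid strain Y55 were resuspended in YPD, a rich medium of yeast extract, peptone and 2% glucose, and RNA from 9 time points between 0 and 128 min was hybridised on spotted 2-colour arrays against RNA of dormant spores. The labels place the time point in Cy5 and the dormant spores in Cy3 throughout, with no dye swap, and each time point has 3 replicate arrays, 27 in YPD. The deposited scanner files hold the unnormalized intensity of each of 13056 spots, quantified with ImaGene 6.0.1, and the authors also deposited 1 normalized log2 ratio per gene and time point. From the scanner files, the mean intensity of each spot was corrected for background with limma's normexp method (offset 50), the log2 ratio of Cy5 over Cy3 was normalized within each array by loess, and the usual 2 spots of each gene were averaged. Spots flagged as poor or marked by hand were left out, a median of 13.8% of the spots of a YPD array. Each log2 ratio is therefore a change against dormant spores, and 5826 of the 6218 genes on both array layouts had a value in every group. The median spot in YPD was 1.96 times its background in Cy3 and 2.24 times in Cy5, so ratios of dim genes are limited by background. Replicate arrays correlated between 0.64 and 0.80 across genes at 8 min and between 0.91 and 0.94 at 32 min. The arrays of both media were quantified on 13 days; in YPD, replicates 2 and 3 of 0 min shared their day with the arrays of 8 min, those of 4 and 16 min shared another, and 32, 64, 96 and 128 min each had a day that no other YPD time point shared.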

We performed a time course microarray analysis to investigate the global response during germination (Figure 1A). 

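In YPD, 1614 of 5826 genes had a mean log2 ratio of at least 1 against dormant spores, a 2-fold rise, at 1 or more time points. At 4 min 277 genes were at least 2-fold up, at 8 min 523 and at 16 min 777. At 0 min 120 genes passed this threshold, but 275 of the 277 genes up at 4 min were not among them, so few of the 120 stayed up. With 0 min of the same medium subtracted, 1441 genes were at least 2-fold up at 1 or more time points. By the 2-fold count falling genes came later, with 36 at least 2-fold down at 4 min, 160 at 8 min and 764 at 16 min. The count of 2-fold rises moved most with the background correction, and without background subtraction it was 717. Against the 0 min arrays, limma's moderated test with Benjamini-Hochberg adjustment called 451 genes up and 358 down at 4 min. It called 630 genes up and 311 down at 8 min, and 1294 up and 1549 down at 32 min. The arrays of 4 and 32 min share no quantification day with those of 0 min, so time and day are not separated in those calls. A gene that stood above the reference at 0 min and had lost this by 4 min also counts as down, so the 358 need not lie below dormant spores. With each replicate left out in turn, the counts at 8 min lay between 351 and 792 up and between 86 and 516 down, the lowest without YPD replicate 2.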

The analysis showed that germination initiation is accompanied by a rapid and massive upregulation of gene expression: Hundreds of transcripts increase within minutes and 786 genes are sequentially upregulated (≥two-fold) during the first two hours of the germination process. To facilitate further analysis, we filtered for genes exhibiting at least a two-fold change in expression in two consecutive time points, which were considered as significantly regulated. This criterion yielded a set of 1,151 genes; 494 upregulated and 657 downregulated genes, as compared to dormant spores. 

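The same filter, a mean log2 ratio of at least 1 or at most -1 in the same direction in 2 consecutive time points, passed 964 genes up and 961 genes down in YPD, of which 14 passed in both directions. The filter uses means over 3 replicates and no test. Asking also for an adjusted p under 0.05 against the reference left 960 up and 961 down. With each YPD replicate left out in turn, the counts stayed between 956 and 980 up and between 951 and 992 down. Among genes past an adjusted p of 0.05 against 0 min in limma and of 1 sign in every replicate, SIP18 (YMR175W) fell most at 32 min, to a mean log2 ratio of -6.43 ± 0.23 (SD, n = 3). GRE1 (YPL223C) fell to -5.40 ± 0.10 (SD, n = 3), and SHH4 (YLR164W) fell too, but its Cy5 signal was not above background on any array. FSH1 (YHR049W) rose most, to 4.33 ± 0.97 (SD, n = 3), with its dormant-spore signal above background on 2 of 3 arrays. KRS1 (YDR037W) followed with 3.53 ± 0.53 (SD, n = 3) and NSR1 (YGR159C) with 3.39 ± 0.54 (SD, n = 3).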

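K-means clustering into 8 clusters (Euclidean distance, 100 starts) was run on the mean log2 ratios of the 1911 genes that passed the filter in YPD. It gave 4 rising and 4 falling clusters. A cluster of 141 genes rose to a mean log2 ratio of 1.46 by 4 min and peaked at 16 min with 2.59 ± 0.51 (SD over genes), and another of 236 genes peaked at the same time at 1.54 and was back to 0.29 at 128 min. A cluster of 258 genes stood at 0.54 at 8 min and reached 1.72 at 64 min, and one of 299 genes peaked only at 96 min, at 1.32. Of the falling clusters, 74 genes fell to -4.17, 292 genes to -2.30 and 500 genes to -1.29, each at 64 min. The last, of 111 genes, first rose to 0.73 at 8 min and then fell to -1.22 at 128 min. The spread over genes describes the cluster and is no replicate error.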

K-means clustering analysis of these genes revealed eight clusters with different profiles and timings of up- or downregulation (Figure 1B & C). Interestingly, the clusters corresponded to distinct groups of genes with significantly enriched Gene Ontology (GO) terms (Figure 1D). 

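The clusters were set against 15 gene lists written before the data were examined, with Fisher's exact test (one-sided) over the 5826 genes and Benjamini-Hochberg adjustment over 120 tests. The cluster peaking at 64 min held 48 of 100 rRNA processing and ribosome biogenesis genes (adjusted p = 2.01e-37), and the cluster peaking at 96 min held 35 of 114 ribosomal protein genes (adjusted p = 4.57e-17) and 20 of 36 mating genes (adjusted p = 1.20e-15). Nutrient transporters were enriched in the cluster of 236 genes that peaked at 16 min, with 12 of 33 (adjusted p = 5.92e-08), and the other cluster peaking then held 18 of 100 ribosome biogenesis genes (adjusted p = 4.65e-10). Stress response and trehalose genes were spread over the most strongly falling cluster, with 7 of 27 (adjusted p = 5.80e-07), and the cluster that fell to -2.30, with 9 of 27 (adjusted p = 4.96e-05). Of 30 respiratory chain genes 14 lay in the cluster that fell to -1.29 (adjusted p = 6.77e-07), and of 22 Hsf1-type chaperone genes 4 lay in the cluster of 111 genes (adjusted p = 0.00647). In all, 16 of the 120 tests had an adjusted p under 0.05. Genes within a list are not independent of one another.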

Each cluster likely corresponds to one or several regulatory subprograms, which in turn is defined by distinct TF(s). 

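With all 5826 genes in place of the filtered genes, K-means into 8 clusters gave a cluster of 1534 genes whose mean never went beyond 0.24 in size, of which 11 had passed the filter, and a cluster of 1326 genes with an extreme of -0.42, of which 36 had passed it. The clusters with their extreme by 16 min held 947 genes, against 377 when only filtered genes were clustered.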

K-means clustering of the complete set of genes is consistent with Figure 1, but the inclusion of ~5,000 genes that are not clearly responsive leads to dampened curves and three non-responsive clusters (and consequently merging of three pairs of the original clusters) (Additional file 1). Together, these results demonstrate that the exit from spore dormancy results in rapid and global expression changes with sequential onset of different subprograms.

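Counted by the first time at which they were at least 2-fold up in YPD, 275 genes were new at 4 min, 273 at 8 min, 369 at 16 min and 233 at 32 min. Later times added 59 at 48 min, 118 at 64 min, 112 at 96 min and 55 at 128 min. From these results together, the paper concludes that leaving dormancy brings fast and broad changes of expression, in which subprograms start one after another.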

**Figure 1:**
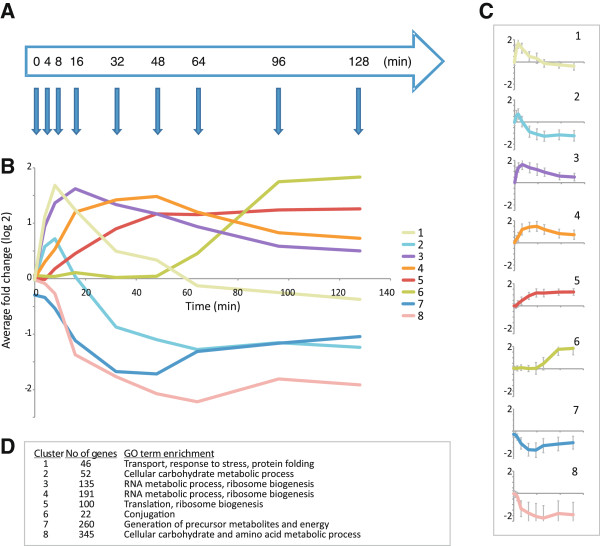
**The regulation of gene expression during germination encompasses a large number of genes and distinct regulatory programs.** (**A**) Experimental setup. Dormant spores were inoculated in pre-warmed YPD and allowed to germinate at 30°C under vigorous shaking. Samples were taken at the indicated time points (blue arrows), and mRNA expression levels throughout the time course were compared to that of dormant spores. (**B**) Genes that showed at least two fold altered expression in two or more consecutive time points during the germination process were subjected to K-means clustering and grouped in eight clusters. The right and lower panels display the (**C**) average expression profile for each cluster (error bars indicate standard deviation) and (**D**) the number of genes and enriched GO terms in each cluster.

### The regulatory subprograms are linked to distinct transcription factor sets

We further aimed at identifying regulators of the global transcriptional germination program and its subprograms. The on-line-tool T-profiler [16] was used to predict the TFs responsible for the global germination program (Figure 2). We combined the results based on ChIP-chip data (Figure 2A) and consensus motifs (Figure 2B & C) to identify twenty-five potential global germination regulators. The collection of TFs reflects the shift to glucose metabolism and the consequential glucose repression (Rox1, Hap4, Adr1 and Mig1), the resumption of growth (Rap1, Sfp1 and Fhl1) and the release from stress (Msn2, Msn4) during germination. 

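The 32 listed chaperone and protein folding genes of the Hsf1 type, such as BTN2 and HSP104, were followed in YPD; 22 of them had a value in every group. Their mean log2 ratio rose from -0.03 ± 0.03 (SD, n = 3) at 0 min to 0.97 ± 0.06 (SD, n = 3) at 4 min and 0.95 ± 0.18 at 8 min, then fell to 0.54 ± 0.16 at 16 min and 0.00 ± 0.10 at 32 min. The rise between 0 and 8 min had an adjusted p of 6.04e-13 in limma's fry test. BTN2 (YGR142W) had the largest rise of the list at 8 min, with 3.94 ± 0.04 (SD, n = 3) and its dormant-spore signal above background on 2 of 3 arrays, and HSP26 the largest fall, with -0.55 ± 0.67 (SD, n = 3), a value within its spread. HSP104 (YLL026W) stood at 1.03 ± 0.40 (SD, n = 3), with an adjusted p of 0.105 against 0 min in limma. With no spot left out for its flag all 32 had values and rose by 1.10 between 0 and 8 min.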

Interestingly, an early and transient activity of TFs was prominent, involving Ume6 and Cbf1 that share some highly upregulated target genes, as well as Hsf1 that regulates genes for chaperones involved in protein folding and refolding. Ume6 plays an essential role in sporulation by regulating early meiotic genes and was recently shown to be required also for germination [17]. We linked these TFs to the distinct subprograms identified in Figure 1 by analysing these clusters independently with T-profiler, relaxing the significance threshold, and taking the intersection between these results and the global germination TF set. Twelve of the twenty-five TFs were associated with distinct subprograms, with very limited overlap (Figure 2D). These TFs are largely consistent with the TFs identified for the clusters corresponding to the whole dataset in Additional file 1, further reinforcing the impression that the subprograms are regulated by distinct TF sets (Additional file 2).

**Figure 2:**
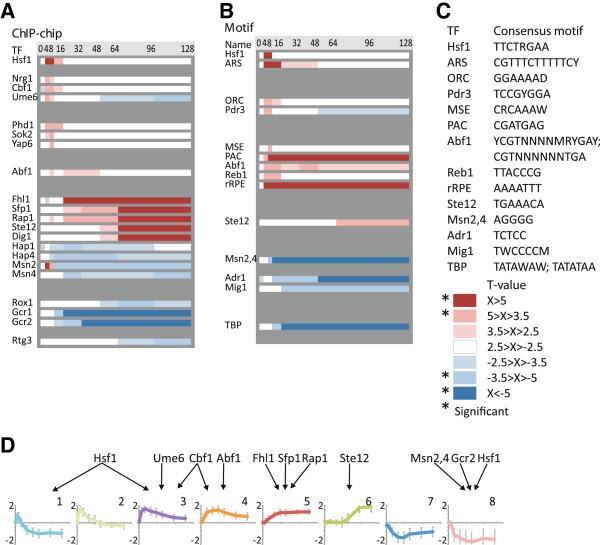
**Distinct transcription factor sets orchestrate different regulatory subprograms during germination.** T-profiler prediction of (**A**) TFs and (**B**) consensus motifs involved in the germination of yeast spores on YPD. The absolute T-values indicate the probability of the transcription factor/motif activity and the sign indicates if the expression of the target genes is increased (red) or decreased (blue). The response appears to have three major phases; an early transient peak (Hsf1, Nrg1, Phd1, etc.), a sustained adaptation (Fhl1, Hap1, Msn2, Gcr1, etc.) and, eventually, initiation of the mating response (Ste12, Dig1). (**C**) The TF activity predictions in (**B**) were based on the following consensus motifs for the respective TFs. (**D)** The TFs identified both in the global analysis in (**A**) and for the eight gene expression subprograms identified in Figure 1B .

### YPD and glucose results in qualitatively similar gene expression responses although YPD confer a stronger output than glucose

The main trigger for spores to exit dormancy is a fermentable carbon source, which suffices to induce early germination events such as spore wall degradation and swelling [10,11]. 

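For the second time course, spores were given 2% glucose alone, with the same 9 time points, dyes and dormant-spore reference. The deposited intensity files hold 3 replicate arrays per time point and 2 at 0 min, 26 in all, and were processed as those of YPD. The median spot was 2.02 times its background in Cy3 and 2.39 times in Cy5, and a median of 14.3% of spots per array was left out for its flag. Replicates differed more than in YPD at the early times, with correlations across genes of 0.23 at 0 min and between 0.06 and 0.36 at 4 min, against 0.78 to 0.91 at 128 min. All YPD arrays are of 1 array layout, whereas 11 glucose arrays are of a second layout: replicate 1 of 0 min, replicates 1 and 2 of 4 and 8 min, and replicate 3 of each time from 16 to 128 min.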

To identify the impact of other components in rich growth medium, dormant spores were pulsed with pure glucose and samples were taken at the same intervals as the YPD treated spores for microarray analysis (Figure 1A), and the resulting expression profile was filtered as the YPD dataset. 

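In glucose, 506 genes passed the filter up and 514 down, and 927 genes passed it in both media. Genes passing in either medium numbered 2003, of which 984 passed in YPD only and 92 in glucose only. The number moved most without background subtraction, to 1062. Against 0 min, limma called 470 genes up and 527 down at 32 min in glucose, and 140 up and 27 down at 8 min. At 4 min it called 0 genes, with 121 at an unadjusted p under 0.05. The counts at 32 min moved with the processing, the baseline and the fit, between 139 and 1288 up and between 144 and 1304 down. The counts at 8 min moved with single replicates, to 331 up and 168 down without glucose replicate 3, and 26 up and 12 down without glucose replicate 1.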

The genes significantly up- or down-regulated during germination in YPD and/or glucose define the core dataset used in the subsequent comparisons and consist of 1,203 genes. The response of spores to glucose was not as pronounced as to YPD, judged by both the number of significantly regulated genes and the average expression change of genes in the core dataset (Figure 3A, B). 

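In YPD 1911 genes passed the filter and in glucose 1019. For the 1979 core genes with a single direction, the log2 ratios were averaged per array with the sign of falling genes turned. At 8 min this mean was 0.61 ± 0.01 (SD, n = 3) in YPD and 0.34 ± 0.03 (SD, n = 3) in glucose, at 32 min 1.43 ± 0.09 against 0.78 ± 0.14, and at 128 min 1.23 ± 0.08 against 1.00 ± 0.17. Each YPD array lay above each glucose array at these times (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow, and 0.112 adjusted over 9 time points). The core was selected on these same arrays, with 984 genes passing in YPD only and 92 in glucose only. A higher mean in YPD is therefore partly built in, and the test over all core genes is no independent evidence of it. The difference between the media was 0.65 at 32 min and 0.24 at 128 min. Against the 2 glucose arrays of the first layout alone it was 0.64 at 32 min and 0.14 at 128 min. Glucose replicate 3, of the second layout, lay lowest at 128 min with 0.81. By limma with Benjamini-Hochberg adjustment, 552 genes were higher in YPD and 807 higher in glucose at 32 min, and 175 and 383 at 128 min. The count of 552 was 245 without glucose replicate 1, and that of 175 was 90 without YPD replicate 2. From the number of regulated genes and the average change, the paper concludes that the response to glucose was less pronounced.

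**Figure D1:**
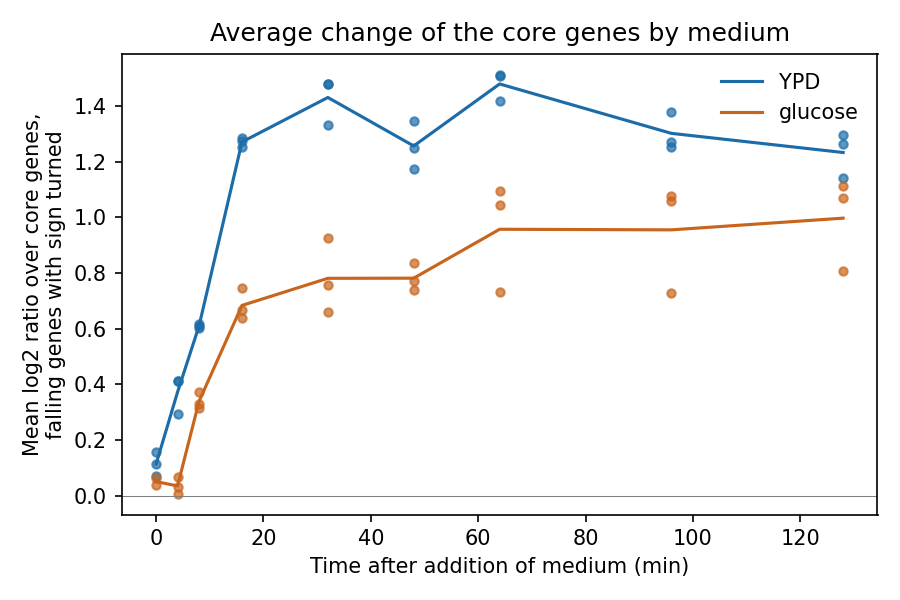
Mean log2 ratio over the core genes on each array (points) and over the replicates of a time point (lines), with time in minutes on the horizontal axis and the sign of falling genes turned. The YPD arrays reach 1.43 on average at 32 min and the glucose arrays 0.78. The core genes were selected on these same arrays, and most of them passed the filter in YPD.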

The average fold change was higher in YPD than in glucose even when the calculation was based on only those genes significantly regulated in both YPD and glucose, which excludes that this effect is solely due to regulation of additional subprograms in YPD that would bias the comparison (data not shown).

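Over the 908 genes that passed the filter in both media with a single direction, the same mean at 32 min was 1.91 ± 0.12 (SD, n = 3) in YPD and 1.14 ± 0.16 (SD, n = 3) in glucose, a difference of 0.77 (exact two-sided permutation test, p = 0.1, adjusted over 9 time points 0.129). At 128 min it was 1.60 ± 0.12 in YPD and 1.40 ± 0.21 in glucose. The difference of 0.20 there was not larger than the spread between arrays (exact two-sided permutation test, p = 0.3, also after adjustment). It lay in the falling genes, with a mean of -2.08 ± 0.12 in YPD and -1.57 ± 0.26 in glucose, while rising genes stood at 1.05 ± 0.13 and 1.20 ± 0.16.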

**Figure 3:**
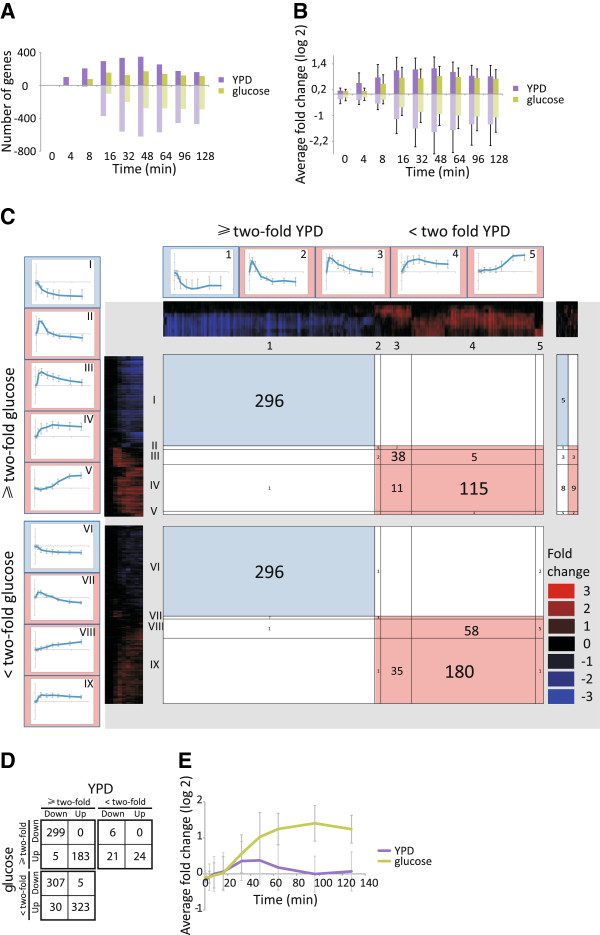
**The expression responses of spores to YPD and glucose are qualitatively similar although YPD confer a stronger output than glucose.** The gene expression program was compared between spores germinating in YPD and pure glucose media. (**A**) The number of core regulated genes changing at least two-fold up or down during the time course as positive and negative values, respectively. (**B**) The average fold change of the core regulated genes displayed as positive and negative values, respectively. (**C**) Two dimensional hierarchical clustering of the gene expression reprogramming during germination in YPD and glucose media. The x-axis represents the YPD cluster trees whereas the y-axis holds the glucose cluster trees. Three plots are separated by grey fields; genes two-fold changed in both the YPD and glucose data sets to the upper left, genes two-fold changed in glucose but not in YPD-induced germination to the upper right, genes two-fold changed in YPD but not in glucose induced germination to the lower left. Each cluster is subdivided into groups of genes with correlation factors ≥0.75 by thin black lines and the average expression profiles of groups of ≥ ten genes are framing the plots. The expression profiles of the genes that were up- or down regulated (≥two-fold) in glucose but not in YPD were heterogeneous in YPD (no clusters of ten or more genes with correlation factor ≥0.75) and are displayed in the upper right square. The colour panels along each axis indicates diminished expression of genes (blue) and stimulated genes (red), compared to dormant spores. Each gene occurs once on each axis and the number of genes (belonging to a cluster group of ≥10 genes with correlation factor ≥0.75) intersecting in each square is displayed. Also the genes in the upper right square are counted. The graphs displaying the average expression profiles are indexed with arabic and roman numerals for the YPD and glucose groups, respectively (error bars indicate standard deviation). The complete two dimensional hierarchical clustering with all genes included is depicted in Additional file 3. (**D**) The numerical summary of the two dimensional clustering, including all 1203 genes in the analysis, shows that the qualitative behaviour is very similar between the two germination conditions. However, as shown in (**E**), germination in glucose triggers a distinct subprogram encompassing genes in amino acid biosynthesis that is not induced in YPD,

To further characterize common and unique aspects of the global gene expression profiles between spores germinating in YPD and glucose, two dimensional hierarchical clustering was performed (as described in materials and methods and elsewhere [18]). The core set of regulated genes was divided into two groups for each dataset based on expression change; genes altered at least two-fold and genes altered less than two-fold under that specific germination condition. These groups were clustered independently and plotted against each other in a two-dimensional matrix to determine the degree of correlation between the different spore responses. The matrix contains three groups of genes: those displaying a two-fold change in expression under both conditions, and those displaying a two-fold change in expression under either condition but not for the other (Figure 3C, Additional file 3). A simplified numerical analysis of the two dimensional cluster is depicted in Figure 3D. This presentation demonstrates the high degree of similarity in the gene expression response, and the numerical correlation between the responses was highly significant (p <10^-214^; chi-square test). 

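Each core gene was given a direction in each medium by the sign of its mean log2 ratio over 4 to 128 min. Of 2003 core genes, 1901 had the same direction in both media, or 94.9%. Among genes that passed in both media, 427 rose in both, 483 fell in both, 14 fell in YPD and rose in glucose and 3 did the reverse. The chi-square statistic on the table of directions was 1617, which treats genes as independent although they are not. Both media were measured against the same dormant-spore reference, and their 0 min means already correlated at 0.71 across genes. Outside the core, 78.5% of genes also had the same direction.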

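Of the genes that passed the filter in YPD only, 491 rose in both media and 428 fell in both, while 34 fell in YPD and rose in glucose and 31 did the reverse. Across the core genes the means over 4 to 128 min correlated at 0.93 between media.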

We conclude that the vast majority of genes changed expression in the same direction, even though expression change for some genes passed the two-fold criterion in YPD but not glucose treatment. There is one noteworthy exception; 45 genes showed a two-fold or more up-regulation in glucose but not in YPD (Figure 3D). Almost half of these, 19 genes, encode proteins involved in amino acid biosynthetic processes, and their average expression profile was clearly different from that in YPD (Figure 3E). This strongly suggests that spores can sense and react on amino acid starvation within the first 30 min after germination onset.

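In these data 64 genes passed the filter up in glucose and not at all in YPD. By the direction defined above, 45 genes passing in glucose only rose in both media, and 19 rose in glucose and fell in YPD. For most, passing in glucose only is therefore a difference in size and not in direction. Of the 64 genes, 17 belong to the lists of general and sulfur amino acid biosynthesis genes. These lists hold 90 of the genes analysed (Fisher's exact test, one-sided, p = 2.60e-17), and without glucose replicate 3 the count of 17 was 11. The mean log2 ratio of the 17 genes in glucose rose from -0.07 ± 0.05 (SD, n = 3) at 16 min to 0.47 ± 0.55 at 32 min, 1.32 ± 0.38 at 64 min and 1.59 ± 0.49 at 96 min. In YPD it was 0.10 ± 0.19 at 32 min, 0.57 ± 0.36 at 64 min and 0.12 ± 0.10 at 96 min. These genes were selected for the difference, so the comparison between media at 96 min is a description of it (exact two-sided permutation test, p = 0.1).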

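Over the 64 general amino acid biosynthesis genes with values, a list not chosen from these arrays, the change from 0 min in glucose was 0.05 at 16 min, with a median of -0.03 (adjusted p = 0.685 in limma's fry test), 0.35 at 32 min (adjusted p = 0.000480) and 0.80 at 64 min (adjusted p = 4.49e-10). In YPD the change at 32 min was 0.22 (adjusted p = 0.0145), and the change in YPD minus that in glucose was -0.14 (adjusted p = 0.357). In glucose, CPA1 had the largest rise at 32 min, with a log2 ratio of 2.90 ± 0.43 (SD, n = 2), and PRO1 the largest fall, with -1.58 ± 0.16 (SD, n = 3). The list of 26 sulfur amino acid genes, which also holds genes up in glucose only, had no detectable rise by then. Its change from 0 to 32 min in glucose was 0.17 (adjusted p = 0.467 in limma's fry test). The change in YPD minus that in glucose was -0.11 (adjusted p = 0.848).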

### The differences between the transcriptional responses in YPD and glucose induced germination can be linked to specific TFs

The similarity in gene expression pattern between germination in YPD and glucose is reflected in similar TF activity profiles. T-profiler analysis of the global germination program in glucose predicted eight additional TFs and the combined TF set of germination in YPD and glucose encompass thirty three TFs (Figure 4). The majority of these TFs show similar activity patterns under the two conditions (Figure 4A). To more clearly discern the condition specific differences, we plotted the difference in activity score over time with colour strength indicating absolute difference (Figure 4B). Part of these differences can be explained by the faster, stronger and perhaps more synchronous changes during germination in YPD, as exemplified by the Hsf1 peak and consistent with the gene expression data. However, the two conditions activate distinct subprograms, such as the amino acid biosynthetic genes induced during germination in glucose; involving Gcn4, Bas1, Leu3, Dal81, Met4, Met31, Met32 and Cbf1 that showed positive T-value profiles in glucose. 

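Each glucose time point was correlated over the core genes with every YPD time point. The group means of 8, 16 and 32 min in glucose matched the same minute in YPD best, with correlations of 0.85, 0.89 and 0.89, whereas 64 min in glucose matched 32 min in YPD (0.91) and 128 min matched 64 min (0.92). Single arrays differed: 2 of the 3 glucose arrays of 8 min matched 4 min in YPD best (0.69 and 0.82), and 1 of the 3 of 32 min matched 16 min (0.80). The only glucose array of 8 min that matched 8 min was also the only 1 quantified on the day of the YPD arrays of 8 min. A match by minute is therefore not separated from a shared day at 8 min. For the group means of 8, 16, 32, 64 and 128 min, the slope of glucose on its best match lay between 0.53 and 0.64. Without glucose replicate 3, 32 min in glucose matched 16 min in YPD instead. Chaperone genes of the Hsf1 type stood 0.71 higher in YPD than in glucose at 4 min (adjusted p = 9.06e-09 in limma's fry test). At 8 and 16 min the media did not differ detectably (YPD minus glucose 0.08, adjusted p = 0.372, and -0.23, adjusted p = 0.0556). At 32, 48 and 64 min YPD lay lower, with differences of the array means of -0.27, -0.31 and -0.35. All 3 YPD arrays then lay below each glucose array (exact two-sided permutation test, p = 0.1 at each time). From 0 to 32 min these genes changed by 0.27 in glucose (adjusted p = 0.00605 in limma's fry test). In YPD they changed by 0.02 (adjusted p = 0.585). The YPD change minus the glucose change was -0.25 there (adjusted p = 0.117).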

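The general amino acid biosynthesis genes were higher in glucose than in YPD at later times, with a difference, YPD minus glucose, of -0.45 at 48 min (adjusted p = 5.72e-07 in limma's fry test) and -0.92 at 96 min (adjusted p = 9.22e-13). At 32 min it was -0.18 (adjusted p = 0.0166), and its sign turned, to 0.015, under median centring of the arrays. With 1 replicate left out it lay between -0.26 and -0.05 and was no longer past 0.05 in 5 of 6 cases, nor was it under print-tip loess, the foreground median or camera. At 96 min each of the 3 YPD arrays lay below each glucose array, and against the first layout alone the difference of the array means was -0.79.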

Interestingly, Cbf1 seemed to have a dual role in germination, with high positive T-values at germination onset in both YPD and glucose, as well as a later function during germination specifically in glucose. Different subsets of Cbf1-target genes were upregulated in the two time windows and the later genes are targets of the Met4/Cbf1/Met28/Met31/Met32 activation complex that induce amino acid biosynthesis genes [19]. Hence, the TF activity profiles are highly similar during germination in YPD and glucose despite slight differences in timing and strength, and the activation of condition specific subprograms.

**Figure 4:**
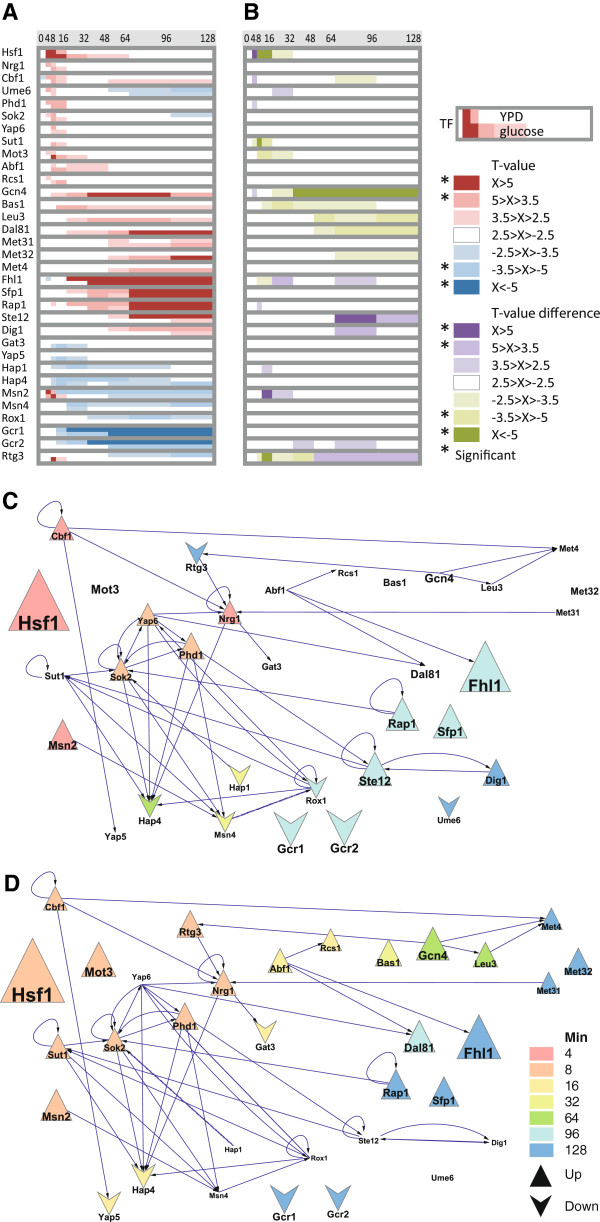
**Differences in expression regulation between YPD and glucose induced germination include the activity of TFs for amino acid biosynthesis.** (**A**) T-profiler prediction of TFs involved in the germination on YPD and glucose based on ChIP-chip results [20]. Colours indicate the relative TF activity (T-values) of YPD (upper row) and glucose (lower row) induced germination for each TF according to panel. (**B**) Differences in T-values for YPD and glucose germination highlight the differential induction of the amino acid biosynthetic subprogram (in glucose only) and timing of mating (faster in YPD). Differences of ±2.5 or more are indicated in purple (stronger in YPD) and green (stronger in glucose), and scaled according to the colour panel. Note that this colour indicates largest deviation from zero, not the highest value. White (and weak colours) indicate no significant difference. (**C**, **D**) The germination program is orchestrated by an interconnected network of TFs that are activated sequentially. TF node size indicates activity (T-profiler score), node colour indicates time of peak activity (see legend) and node shape indicates directionality (up or down). Edges show cross regulation within the TF network, i.e. reported TF binding to promoter of (other) TF [21]. Note that the timing is different in YPD (C) and glucose (D), and that different TFs are activated (missing nodes show no significant activity under that condition).

### The temporal ordering of the germination subprograms is consistent with the wiring of the TF network

To relate the temporal organisation to the candidate TF network structure, we extracted the TF sub-network corresponding to the thirty three TFs identified above from a global TF network [21]. Figure 4C and D display the cross regulation within the network as directed edges, and the peak activity score and timing of the peak for each individual TFs are indicated with node size and colour, respectively. This abstraction summarises the data with two exceptions; (i) Cbf1 has a double peak during germination in glucose, the second (of lower magnitude and hence not visualised) coincides with the amino acid biosynthetic activators, and (ii) Msn2 has an initial but very transient peak before falling down to a negative value, similar to Msn4, under both conditions. Note that the sequential order of activity is largely consistent with the network structure, including the synchronous peak of interconnected TFs such as Sok2 and Phd1, which appears to orchestrate a common, early gene expression subprogram, and that of the amino acid biosynthesis TFs Gcn4, Leu3 and Met4. We note that these two clusters overlap with the two out-of-phase sub-graphs proposed to define the cellular redox oscillations [21]. This reinforces the impression that a substantial part of the expression changes during germination reflect the metabolic evolution of the quickening spores rather than germination specific processes. It is tempting to speculate that the underlying regulation is related to the previously observed metabolic oscillations. In this scenario, the sharp transition from starvation to abundant energy leads to a rapid and highly synchronised initiation of metabolism followed by a synchronised metabolic evolution in the spores, which would allow the metabolic phases to be observed on the population level. However, the germination process also includes specific subprograms, such as the activation of Hsf1 and the initiation of mating. Taken together, the predicted TF activities display a temporal organisation which is consistent with the cross regulation within the TF network and which may largely reflect the metabolic evolution of the quickening spores.

### The spore germination gene expression program overlaps between yeast strains but not with the genes reported to be required for germination

We proceeded to compare our results to a previous transcriptome analysis of germination of SK1 spores [11]. Two dimensional hierarchical clustering of genes exhibiting at least a two-fold change in expression in two consecutive time points shows that these previous results are largely consistent with our findings, despite the use of an auxotrophic strain and differences in sporulation procedures, number of replicates and choice of reference RNA (Figure 5A, Additional file 3). In fact, the simplified numerical analysis shows that their set encompasses 71% of the genes identified here during germination in YPD (Figure 5B). However, we only confirm 34% of the genes reported in this previous dataset. This is likely due to more stringent inclusion criteria (triplicates), as the gene clusters we report here are more coherent; we report fewer and relatively larger gene clusters (5 vs. 9; 20% vs. 11% per cluster), as determined by separation at correlations coefficients <0.75 (see methods for details). Furthermore, the data presented here have a higher time resolution during the onset of germination, and a unique feature in this study is the rapid but transient upregulated genes (Figure 1B). In contrast to the large consistency between these two datasets, there is no significant overlap with the 158 germination deficient mutants identified by Deutschbauer et al. [22], although there is a tendency towards underrepresentation among the genes upregulated during germination (p = 0.1, data not shown). It has been observed and discussed before that the overlap between mutant and gene expression data when studying yeast responses show little or no overlap [23]. To summarize, the data presented here help narrowing down the germination program substantially and identify previously uncharacterised subprograms in the very onset of the germination process, which display no significant overlap with germination defective mutants.

**Figure 5:**
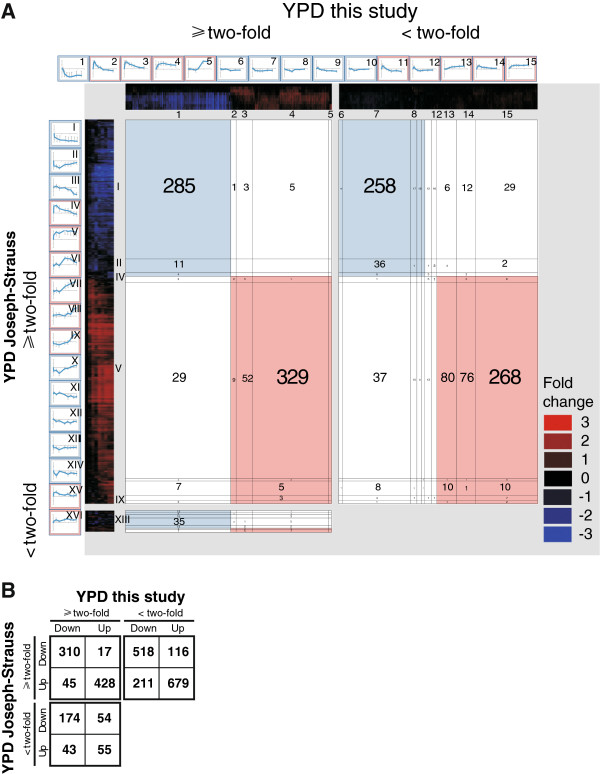
**Comparison to a previous study confirms a core germination program and pinpoints novel regulated gene groups during germination onset.** (**A**) Two-dimensional hierarchical clustering of the germination program observed here (x-axis) and reported previously (y-axis); both in YPD [11]. As in Figure 3, three plots are separated by grey fields; genes two-fold changed in both data sets to the upper left, genes two-fold changed in the Joseph-Strauss dataset but not in our data to the upper right, genes two-fold changed in our data but not in the Joseph-Strauss dataset to the lower left. Each cluster is subdivided into groups of genes with correlation factors ≥0.75 by thin black lines and the average expression profiles of groups of ≥ ten genes are framing the plots. The colour panels along each axis indicates diminished expression of genes (blue) and stimulated genes (red), compared to dormant spores. Each gene occurs once on each axis and the number of genes (belonging to a cluster group of ≥10 genes with correlation factor ≥0.75) intersecting in each square is displayed. The graphs with average expression profiles are indexed with arabic and roman numerals for the groups in our data and the Joseph-Strauss data, respectively. The complete two dimensional hierarchical clustering with all genes included is depicted in Additional file 4. (**B**) Numerical representation including all 2650 genes in the analysis.

### The gene expression programs of germination and stationary phase exit exhibit common and unique features

Several lines of evidence suggest that a large portion of the germination program reflects the metabolic evolution of the quickening spores rather than germination specific functions. To pursue this connection in more detail, we compared the germination program to the transcriptional changes during stationary phase exit [24]. We started with a detailed analysis of the early time points (4–8 min) in our YPD dataset which revealed a novel transient peak of up-regulated genes including transcripts for protein folding, transporters and transcriptional regulators. 

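At 4 and 8 min in YPD, 593 genes were at least 2-fold up at either time and 207 at both. With 0 min of the same medium subtracted, 501 genes were at least 2-fold up at either time. Of the 593, 335 were also at least 2-fold up at 32, 64 or 128 min. Nutrient transporters rose by 0.51 between 0 and 4 min (adjusted p = 1.73e-06 in limma's fry test) and by 0.92 at 16 min, then lay 0.21 above 0 min at 128 min (adjusted p = 0.00656).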

A numerical comparison showed that more than half of the genes (147 out of 274) that we found to be at least two-fold upregulated at 4 and 8 minutes during germination in YPD, were also upregulated 6 min after exit from stationary phase (Figure 6A).

**Figure 6:**
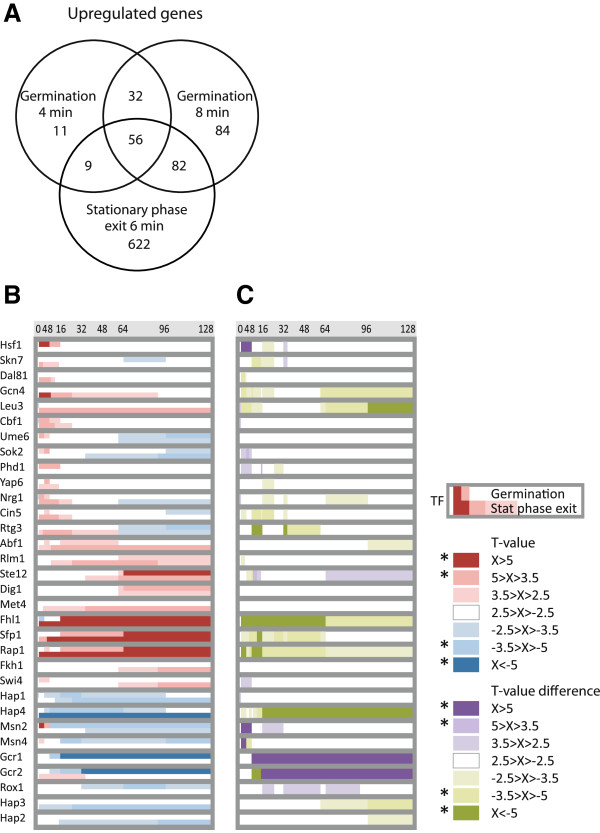
**The gene expression program during germination and stationary phase exit largely overlap.** (**A)** Venn diagram visualizing the overlap of genes ≥ two-fold upregulated within the first minutes after addition of rich growth medium (YPD) to stationary phase cells [24] and spores (germination in YPD; this study). These time points show the overlap of upregulated genes during the first minutes upon dormancy exit. (**B**) T-profiler analysis of the first two hours of YPD-induced dormancy exit displayed as T-scores for each TF during germination (upper line) and stationary phase exit (lower line), and as (**C**) differential display showing the difference in T-score when either germination (purple) or stationary phase exit (green) is stronger. The two gene expression programs largely overlap (all white fields) but show some distinct characteristics.

Further, a T-profiler analysis of stationary phase exit and comparison with YPD-induced germination revealed that the rapid and transient upregulation of many genes seen during germination was also prominent during stationary phase exit (Figure 6B, C). Whereas Cbf1 activity appears in both exit programs, Hsf1 seems germination specific. Several discrepancies may be due to differences in the initial states of spores and stationary phase cells, such as the faster upregulation of ribosomal biosynthesis and increased downregulation of respiration in the latter (Fhl1/Sfp1/Rap1 and Hap2/Hap3/Hap4). Others may reflect strain differences, such as the induction of amino acid biosynthetic genes in the auxotrophic strain during stationary phase exit (Gcn4/Leu3). Hence, the two conditions differ in subprogram composition, timing and amplitude, but also share a number of changes towards growth and differentiation, such as the massive induction of ribosomal biosynthesis and the induction of mating (Ste12).

## Discussion

The ability to exit and re-enter the cell division cycle in response to altered nutrient conditions is of paramount importance for cellular viability and cooperation. When starved, diploid yeast cells enter the sexual cycle by sporulation, while haploid cells arrest in a stationary phase. Cells in these two quiescent stages share many properties; they do not proliferate, their metabolic, transcriptional and translational rates are low, and they are surrounded by a thickened cell wall that provides resistance to harsh environments [1]. Consistently, their modes of re-entry into active division share many features, including initiation by a fermentable carbon source, acquisition of increased sensitivity to cell wall degrading enzymes and heat, and they rely on similar gene expression programs as described here and previously [11,24]. It has been reported for stationary phase cells that RNA Polymerase II is positioned upstream of genes rapidly expressed upon addition of nutrients and glucose [24], and we find that many of the same genes are highly responsive during onset of spore germination. This indicates that a similar positioning may exist in spores, although further experimental evidence remains to be provided.

Further, we identified a common early and transient peak of transcription, including genes encoding transporters and transcriptional regulators that presumably are required for setting up proliferation after spore dormancy [24]. We also see that glucose repression is quickly turned on and that mRNAs for gluconeogenesis, the TCA cycle and the carboxylate cycle are rapidly and strongly down-regulated both during germination and stationary phase exit (Hap 2–4, Rox1; Figure 5) [11,24]. 

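In YPD the 11 gluconeogenesis and glyoxylate genes with values changed against 0 min by -0.47 at 8 min (adjusted p = 0.000255 in limma's fry test), -1.73 at 16 min and -2.27 at 32 min (adjusted p = 2.26e-18). The 14 genes of the TCA cycle changed by -0.36 at 8 min (adjusted p = 0.00724), -1.06 at 16 min and -1.31 at 32 min (adjusted p = 4.17e-13). ACS1 fell most in the former list at 32 min, with a log2 ratio of -4.75 ± 1.27 (SD, n = 3), and SDH2 in the latter, with -3.38 ± 0.40 (SD, n = 3), while IDH2 rose to 1.04 ± 0.29 (SD, n = 3).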

The identification of these subprograms also during germination advances our understanding of the germination program and further bridges the differences between re-entry from the different quiescent stages.

There are also discrepancies between dormancy exit of spores and stationary cells. In our hands, germination is associated with down-regulation of Gcr1/Gcr2-regulated glycolytic mRNAs, which does not occur during quickening from stationary phase. This is counterintuitive as resumption of growth in glucose containing medium requires glycolysis. 

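Of 20 listed glycolysis and fermentation genes, 8 had a value in every group. With no spot left out for its flag, all 20 had values, and their mean log2 ratio in YPD went from -0.09 ± 0.22 (SD, n = 3) at 0 min to -2.50 ± 0.10 (SD, n = 3) at 32 min (change -2.40, adjusted p = 3.33e-15 in limma's fry test). In glucose it was -1.10 ± 0.39 (SD, n = 3) at 32 min (change -1.03, adjusted p = 1.90e-05). The 8 genes alone changed by -2.17 and -0.85.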

We can only speculate about the possible purpose of this. To germinate quickly is crucial in the competition with other micro-organisms for nutrients and colonization of the micro environment; perhaps the spores contain high levels of these glycolytic mRNAs for translation immediately upon germination signals as mRNAs already present in the dormant spores most likely is the first choice for translation upon germination initiation [25]. It is also possible that the mRNAs of glycolytic genes, if bound to ribosomes or accumulated in P-bodies, are protected from degradation in the dormant spore and therefore enriched. Whether these expression changes have any impact on the glycolytic protein levels during germinating still needs to be determined. We also see that Hsf1 activation of genes associated with protein folding and refolding is more prominent during germination than stationary phase exit. The dormant spore contains high levels of trehalose that serves a protective role for proteins [5,26,27]. This trehalose is rapidly mobilised during germination and the Hsf1 mediated response may be required to protect or refold proteins during this transition [28,29]. Consistently, trehalose accumulates at high temperatures [29,30], while protein levels of chaperone Hsp104 increase only upon heat stress relief (Youlian Goulev, personal communication). Stationary phase cells also accumulate trehalose [1], and we note that genes implicated in protein (re)folding are up-regulated also during exit from stationary phase. The absence here of a significant peak of Hsf1 activation could reflect that these cells accumulate relatively little trehalose, are less dehydrated or that the first time point examined, six minutes into the quickening process, is too late to capture the Hsf1 peak. Hence, most apparent discrepancies between the two quiescent states may be quantitative rather than qualitative.

We further characterise the spore quickening by examining the effect of re-entry of media on the gene expression program. Rich growth medium with glucose has proved to be a more powerful germinant than glucose alone when it comes to acquisition of zymolyase sensitivity and trehalose breakdown [10,28]. This holds true also at the level of gene expression; although the transcriptional outputs are qualitatively very similar, YPD induces a stronger, faster and/or more synchronised response than pure glucose. These results support the idea that spores sense not only glucose but also the presence of nutrients and growth factors in the environment. In particular, the presence of amino acids appears essential for the rapid and massive induction of ribosomal genes that we observe exclusively in YPD [11]. This implicates the TOR pathway in the quickening process but it remains unclear if glucose is the initial trigger that enables other nutrients to be sensed, or if energy and other nutrients are sensed simultaneously. 

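The 114 ribosomal protein genes with values rose in YPD against 0 min by 0.66 at 32 min (adjusted p = 1.40e-05 in limma's fry test) and by 1.06 at 96 min (adjusted p = 1.31e-09). In glucose the change was 0.10 at 32 min (adjusted p = 0.683), 0.45 at 48 min (adjusted p = 0.00599) and 0.71 at 128 min (adjusted p = 3.89e-05). The difference between media was 0.47 at 32 min (adjusted p = 0.00137) and 0.18 at 128 min (adjusted p = 0.268). The 100 rRNA processing and ribosome biogenesis genes rose in both media at 32 min, by 1.65 in YPD and 0.99 in glucose (adjusted p = 1.18e-10 and 5.35e-05).

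**Figure D2:**
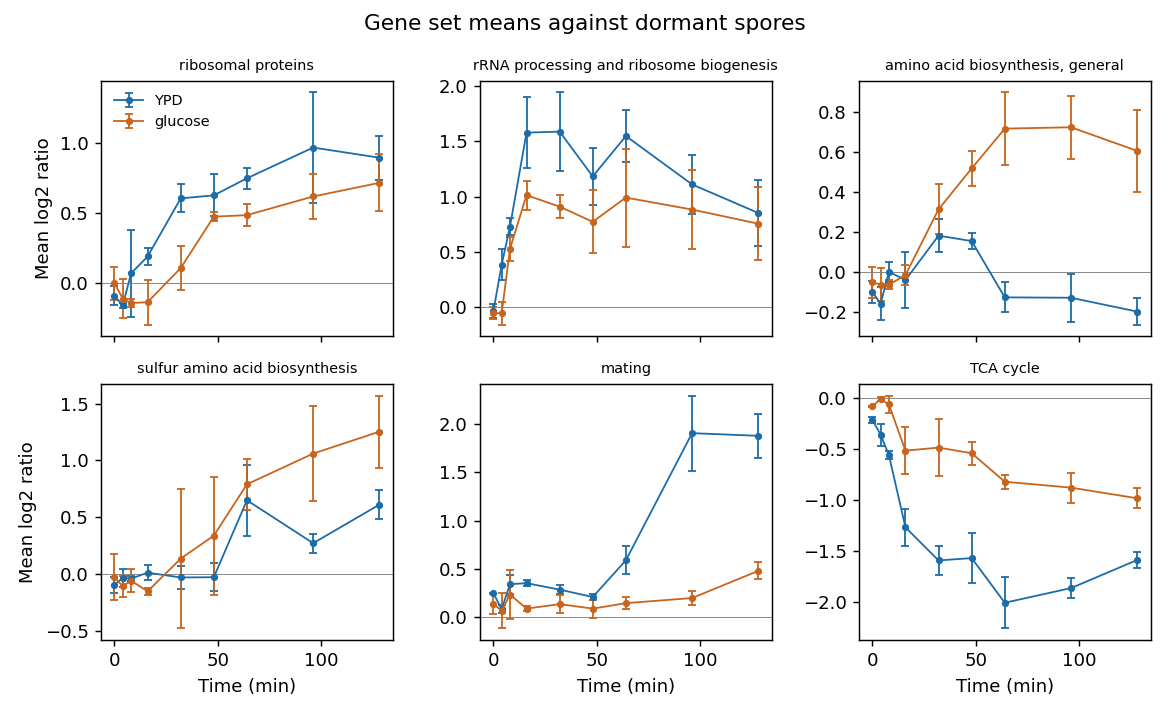
Mean log2 ratio against dormant spores over the genes of 6 lists, with time in minutes on the horizontal axis, as mean and SD over replicate arrays in YPD and glucose. Ribosomal protein genes reach 0.97 in YPD at 96 min and 0.62 in glucose.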

We note that in glucose-treated spores, TF activity and genes for amino acid biosynthesis are induced within half an hour, clearly showing that the limitation of amino acids is sensed early during the germination process. The ribosomal protein genes are induced within a similar time window, suggesting that the delay in ribosomal up-regulation reflects the delayed amino acid supply in glucose The TFs for amino acid biogenesis displayed rapid and sustained induction also during YPD-induced stationary phase exit (Gcn4 and Leu3; Figure 5), possibly reflecting differences between the auxotrophic BY4741 used for stationary phase exit and the prototrophic Y55 strain used in this study. However, this is not reflected in a delayed induction of the ribosomal protein genes showing that they are regulated by distinct mechanisms and/or cues.

Finally, we resolve the gene expression profile in temporally distinct subprograms that are orchestrated by interconnected TFs. The data set we present here has a higher initial time resolution than previous studies, more stringent evaluation criteria, less noise and hence more coherent clusters, and benefit from the increased resolution gained by two-dimensional clustering. This allows us to analyse the temporal and compositional organisation of the germination gene expression program. As shown in Figure 4, the candidate TF network driving the quickening is highly interconnected and the temporal organisation of the response reflects the interconnections in this network and the activities of interconnected TFs are highly synchronous. In particular, we see an early peak of the Sok2-Yap6-Phd1 cluster, which has been implicated in the metabolic and respiratory oscillations [21]. This is paralleled by a strong activity in Hsf1 as discussed above. The Sok2-Yap6-Phd1 peak is followed by rapid and sustained induction of ribosomal genes in YPD (Fhl1, Sfp1, Rap1) and biosynthetic genes (Gcn4, Bas1, Leu3, Dal81) in glucose where ribosomal protein genes do not peak until after full induction of the biosynthetic program (Figure 4). Interestingly, the Hsf1 peak is sustained until the ribosomal induction, which may suggest that its down-regulation is dependent on amino acid and/or protein synthesis. This delayed response in glucose is also reflected in a slower mating response, again potentially reflecting a need for protein synthesis in the acquisition of sexual (haploid) identity. 

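The 36 mating genes with values stood at a mean log2 ratio of 0.59 ± 0.15 (SD, n = 3) at 64 min in YPD, 1.91 ± 0.39 at 96 min and 1.88 ± 0.23 at 128 min, and in glucose at 0.15 ± 0.06, 0.20 ± 0.07 and 0.48 ± 0.09 (SD, n = 3). The change from 0 to 128 min was 1.55 in YPD (adjusted p = 2.49e-15 in limma's fry test) and 0.36 in glucose (adjusted p = 0.00990), and the media differed by 1.30 at 128 min (adjusted p = 2.04e-12). Without glucose replicate 1, the change in glucose was 0.24 and no longer past 0.05. MF(ALPHA)2 (YGL089C) stood at 3.81 ± 0.47 (SD, n = 3) at 128 min in YPD and 1.35 ± 0.43 (SD, n = 3) in glucose, with its dormant-spore signal above background on 2 of the 3 YPD arrays.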

Finally, germination in glucose leads to a second biosynthetic peak (Met31-Met32-Met4-Cbf1) that is absent in YPD. Also this cluster has been implicated in metabolic oscillations and constitutes a key regulator of the biosynthetic program peaking in the oxidative phase [21]. 

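The 26 sulfur amino acid genes rose in glucose against 0 min by 0.79 at 64 min (adjusted p = 0.000246 in limma's fry test), 0.99 at 96 min (adjusted p = 2.62e-05) and 1.18 at 128 min (adjusted p = 2.23e-06). In YPD they rose by 0.77 at 64 min (adjusted p = 2.79e-05), 0.35 at 96 min (adjusted p = 0.0265) and 0.66 at 128 min (adjusted p = 0.000219). The media differed by -0.11 at 64 min (adjusted p = 0.761) and by -0.73 at 96 min (adjusted p = 0.00102), YPD minus glucose. The change from 0 min in YPD minus that in glucose did not pass 0.05, with -0.64 at 96 min (adjusted p = 0.0786) and -0.52 at 128 min (adjusted p = 0.190). The rise at 96 min in YPD did not pass an adjusted p of 0.05 with any 1 YPD replicate left out. At 96 min SAM2 had the largest rise in glucose, 2.93 ± 0.49 (SD, n = 2), and CYS3 in YPD, 2.16 ± 0.44 (SD, n = 3).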

The absence of this peak in YPD could be due to the abundant amino acids in rich media or the entry into a different subprogram: Mating. Taken together, the transition from quiescence to growth primarily includes metabolic changes and key regulators of oscillatory metabolism appear to strongly influence also germination, which may reflect a highly synchronised return to active metabolism. We find the lack of germination specific targets noteworthy and conclude that this highly complex program is primarily a metabolic adaptation that adapts its subprogram composition to the exact environmental conditions of the quickening spores.

## Conclusions

In conclusion, we have determined the gene expression response of dormant spores to YPD and pure glucose, identified distinct expression subprograms, and linked them to distinct TFs. We found strong similarities between quickening of spores on YPD and glucose, and to quickening from stationary phase. Resumption of active metabolism coincides with a transcriptional response with clearly distinct subprograms that reflect each nutritional condition. Interestingly, the program does not encompass any clear germination specific genes, and the process can be explained by a combination of metabolic programs including trehalose mobilisation, glucose repression, amino acid and protein biosynthesis, and mating. Future challenges in the field of yeast germination include deciphering the translational and metabolic responses of germinating spores, and to identify proteins and pathways essential for the process of exiting dormancy.

## Methods

### Sporulation and germination conditions

Diploid cells of Y55 (*HO gal3 MALI SUCI*) strain background [31] were pre-cultured in rich growth medium (YPD: Yeast extract 1%, Peptone 2% Glucose 2%), transferred to pre-sporulation medium YPAc (Yeast extract 1%, Peptone 2%, 1% Potassium Acetate) and grown for ~14 h at 30°C under vigorous shaking. Cells were then transferred to sporulation medium (1% Potassium Acetate) and allowed to sporulate for 3–4 days at 30°C under vigorous shaking. Spore purification was performed with the use of zymolyase as described previously [10]. Finally, spores were washed from cell debris of non-sporulated vegetative cells and asci sacks by centrifugation. Spores were sonicated (3 x 15 sec, 10 μλ) to ensure freed spores, and kept at 4°C in 0.5% Triton X until used. Prior to germination, spores were incubated at 30°C for 30 min, and germination was initiated by addition of pre-warmed YPD or 2% glucose.

### Transcriptome analysis

Samples for RNA isolation were taken in three biological replicates at nine different time points (0, 4, 8, 16, 32, 48, 64, 96, 128 min) after addition of YPD or glucose 2%. For RNA extractions, 10 ml sample volumes were taken at each time point and transferred to 40 ml ice-cold 0,5% TritonX-100 in 50 ml falcon tubes, left on ice for a few minutes and then centrifuged briefly to collect the cells (1 min at 4000 rpm, 2°C). The pellet was immediately frozen in dry-ice. Total RNA was extracted as described previously [32]. 16 μg of total RNA were primed with 3 μg of random hexamer (Invitrogen) and 3 μg of anchored oligo(dT)_20_ primer (ABgene) and labelled in a reverse transcription reaction with Cy3-dUTP or Cy5-dUTP (Amersham Pharmacia Biotech) in a total volume of 30 μl, following standard protocols (http://.cmgm.stanford.edu/pbrown) [33]. Labelled cDNA was cleaned, combined, vacuum-dried, and resuspended in 80 μl of DIGeasy hybridization buffer (Roche Diagnostics). The hybridization mix was placed at 100°C for 2 min and then at 37°C for 30 min. Before hybridization, the microarray chip (Yeast 6.4 KB, double-spotted array containing 6240 yeast ORFs, http://microarrays.ca) was prehybridized with 1% BSA in DIGeasy hybridization buffer at 42°C for 1 h. Hybridization was performed at 42°C for 12–18 h. The slides were scanned on a GenePix 4000B scanner and quantized using the software GenePix Pro 4.0 resulting in data for 13056 spots, two spots represented one gene. RNA from dormant spores was used as reference RNA for all microarrays.

For microarray data analysis, normalization was performed by a correction for dye-bias and intensity dependent trends. The normalization method was chosen by fitting a robust line (loess line) on the M-values and then corrected each value according to the value of the line. Statistical data analysis was carried out to obtain significantly different gene expression by using a moderated t-test analysis in R and Limma package [34]. Empirical Bayesian statistics were used to moderate the standard errors within each gene and Benjamini-Hochberg method [35] was applied for correction of multiple testing. Each comparison consists of three (two for glucose 0 min) independent experiments.

Transcription profiles of germination and stationary phase comparative datasets were collected from databases NCBIs Gene Expression Omnibus (Series accession number GSE7393), and The ArrayExpress Archive (Experiment E-UMCU-12), respectively. Normalized log2 values were subjected to transformation so that all genes were 0 at 0 min time points.

### Availability of supporting data

MIAME-compliant microarray data has been deposited in the microarray database GEO (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE29960.

### Filtering and clustering

The gene expression profiles were filtered to select genes with a reliable expression change by applying the criterion of a two-fold change (in the same direction) in expression level in two or more consecutive time points. K-means and hierarchical clustering was performed and visualized using Cluster and TreeView (http://.rana.lbl.gov/EisenSoftware.htm) [36]. Two dimensional hierarchical clustering was performed as described elsewhere [18]. Briefly, genes passing the filter in one or both conditions made up the core regulated dataset. Each germination condition was handled independently and two cluster analyses were performed: (i) clustering of genes displaying a two-fold change in expression level following addition of that particular germinant (ii) clustering of genes displaying a two-fold change in expression level in the second germinant. Comparison was done by plotting the clusters against each other. Average expression profiles was plotted of groups with 10 or more genes with correlation factor of ≥0.75. For statistical analysis, chi-square test was performed. GO term enrichment analysis was done using Yeast GO slim (process) at the SGD homepage (http://www.yeastgenome.org).

### Transcription factor identification

T-profiler [16] was used to identify TFs and upstream consensus motifs. This online tool (http://www.t-profiler.org) compares the mean expression ratios of groups of genes, and all genes within each group contribute to the evaluation of statistical significance, not just those genes that are judged to be differentially expressed. Two statistical parameters are utilized; (i) a *t*-value measuring the up-regulation (*t* > 0) or down-regulation (*t* < 0) in units of the standard error of the difference and (ii) a Student *t* test derived E-value that reflects the degree of difference in the mean log_2_-transformed expression ratio of a pre-defined group of genes and the mean for the rest of the genome. An E-value of <0.05 is considered as a statistically significant difference in gene expression. Only TFs and motifs with T-values ≥3.5 or ≤ −3.5 (in one or more time points) in one or both conditions compared are included in the analyses. Most but not all of these TFs have statistically significant E-values. Where several T-values for a transcription factor are identified, the highest absolute T-value at each time point is used. For TF identification in k-means clusters, the time point with the largest change compared to previous time point for each cluster is analysed. Only those TFs identified also for the whole microarray dataset are listed (based on chip-Chip analysis), without consideration of statistical significance. For cluster 7 and 8 in Figure 2D, only TFs with T-values < −1 are included.

For calculations of the differences in TF T-values between two different conditions (X-Y), the following rules were set up: If the T-values of the TF has the same sign in both conditions, then purple (positive numbers) indicates a higher absolute value in YPD germination compared to glucose germination/stationary phase exit, and green vice versa (negative numbers). If the TF T-values are of different signs, the highest absolute value of the two conditions dictates the direction of the comparison.

For Cytoscape visualization, the data on transcription factor promoter binding was collected elsewhere [21], and the peak absolute value for each TF T-value in YPD and glucose (combined) was used to set the temporal order. Only those TFs identified by T-profiler with T-values ≥3.5 or ≤ −3.5 (in one or more time points) in one or both conditions compared are included in the analyses.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CG participated in the design of the study, analyzed and interpreted the data, made figures, participated in discussions of the work and has been highly involved in drafting the manuscript. IP designed and carried out the microarray analysis and performed initial data analysis. WV and AE performed the statistical analysis and processing of data and helped with initial data analysis and interpretation. JN participated in design and coordination of the study. MK assisted and advised CG on analysis and interpretation of the data and has been highly involved in drafting the manuscript. SH conceived of the study, and participated in its design and coordination and has been involved in drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **K-means clustering of the complete gene expression dataset of YPD induced germination is largely consistent with clusters in Figure**1**.** Genes were subjected to K-means clustering and grouped in eight clusters. The graph displays the average expression profiles of the eight clusters, named and coloured according to the clusters in Figure 1B &1C. Non-responsive clusters are collectively numbered 0 and coloured grey. Click here for file

Additional file 2 **T-profiler analysis of the global K-means clusters identified in Additional file****1****.** TFs identified both in the global analysis in Figure 2A and in the eight clusters identified in Additional file 1 are listed. The TFs identified also in Figure 2D are highlighted. In brackets are the numbers of genes in each cluster. Click here for file

Additional file 3 **Two-dimensional visualisation highlights the correlation between the transcriptional responses of spores to rich growth medium and pure glucose.** Two dimensional hierarchical clustering of the expression response to YPD and glucose. The x-axis represents the YPD cluster trees whereas the y-axis holds the glucose cluster trees. Three plots are separated by a grey line; genes whose expression changed two-fold in both data sets to the upper left, genes whose expression changed two-fold after glucose addition but not after YPD addition to the upper right, genes whose expression changed two-fold after YPD addition but not after glucose addition to the lower left. Each cluster is subdivided into groups of genes with correlation factor >0.75 by thin lines. The colour panels along each axis indicate diminished (blue) or stimulated gene expression (red) over time, compared to dormant spores. Each gene occurs once on each axis and the intersection is marked with “■”. Click here for file

Additional file 4 **Two-dimensional comparison of the YPD data set with previous study on yeast germination.** Two dimensional hierarchical clustering of the transcriptional response of spores to YPD, comparing the datasets from this study and a previous study (Joseph-Strauss) [11]. The x-axis represents the “YPD this study” cluster trees whereas the y-axis holds the “YPD Joseph-Strauss” cluster trees. Three plots are separated by a grey line; genes whose expression changed two-fold in both data sets to the upper left, genes whose expression changed two-fold in Joseph-Strauss dataset but not in this study to the upper right, genes whose expression changed two-fold in this study but not in the Joseph-Strauss dataset to the lower left. Each cluster is subdivided into groups of genes with correlation factor >0.75 by thin lines. The colour panels along each axis indicate diminished (blue) or stimulated gene expression (red) over time, compared to dormant spores. Each gene occurs once on each axis and the intersection is marked with “■”. Click here for file

# Supplementary material for: Time course gene expression profiling of yeast spore germination reveals a network of transcription factors orchestrating the global response
**Source:** BMC Genomics. 2012 Oct 15;13:554. doi: 10.1186/1471-2164-13-554
**Supplement:** Additional file 2 — T-profiler analysis of the global K-means clusters identified in Additional file1. TFs identified both in the global analysis in Figure 2A and in the eight clusters identified in Additional file 1 are listed. The TFs identified also in Figure 2D are highlighted. In brackets are the numbers of genes in each cluster.

## Additional file 2

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

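Spores of strain Y55 were sampled at 0, 4, 8, 16, 32, 48, 64, 96 and 128 min after transfer to YPD or to 2% glucose, and RNA of each sample (Cy5) was hybridised against RNA of dormant spores (Cy3) on spotted arrays. The authors deposited 106 scanner files, 1 per dye for each of 53 arrays, and 1 table with a log2 ratio per gene and time point, their mean over replicates after loess normalization of the M-values. Per the file headers, the authors quantified each scanned image with ImaGene 6.0.1, and the intensities of the 13056 spots, in 48 blocks, were deposited with no background subtraction and no normalization. The table holds 6207 genes and was used as an alternative. Each of the 18 groups, a medium at a time point, has 3 replicate arrays, except 0 min in glucose with 2. There is no dye swap.

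The mean intensity of each spot was corrected for local background with limma's normexp method (offset 50), and the log2 ratio of Cy5 over Cy3 was normalized by global loess within each array, without control spots. Spots flagged poor or marked by hand were left out. Which ImaGene flags to leave out was settled when the files were opened, because the rule set earlier was written for GenePix flags: it named bad and absent spots, and spots that ImaGene marks as empty were kept, a departure from that rule for absent spots. A plan to average several scans of a replicate fell away, since each array has 1 file per dye. The spots of a gene, 2 for most genes, were averaged. The arrays came in 2 layouts, of which the second (11 arrays, all in glucose) gives another gene to 370 spots, so each array was read with its own gene identifiers. Of 6218 genes on both layouts, 5826 had a value in every group and were analysed, and 392 were left out. Identifiers were taken from the files, and 5286 of the analysed genes matched the reference table of gene names by identifier.

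A gene counted as changed when its mean log2 ratio over replicates was at least 1 or at most -1, and passed the filter when it did so in 1 direction in at least 2 consecutive time points. Genes passing in either medium form the core. These counts use no test. Differences against 0 min of the same medium and between media at the same time were tested with limma 3.58.1 (lmFit and eBayes, all 18 groups in 1 fit, Benjamini-Hochberg adjustment within a contrast, threshold 0.05) in R 4.3.3. The 15 gene lists, written by hand before the data were examined, were tested with limma's fry, with adjustment over lists and times within YPD, within glucose and between media. Means over core genes per array were compared between media with an exact two-sided permutation test, which for 3 arrays against 3 allows no p below 0.1. K-means used 8 clusters, Euclidean distance and 100 starts on the mean log2 ratios. Each glucose time was matched to the YPD time with the highest correlation across core genes.

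The precision is limited by the number of arrays and by the signal over background. The median spot of an array was between 1.56 and 2.59 times its background in Cy3 in YPD and between 1.44 and 2.58 times in glucose. A spot was called above background when its signal passed the background by 2 SD, and the share of such spots in Cy3 had a median of 63.7% in YPD and 68.3% in glucose. The gene models were tested on simulated data with 200 changed genes, of which 85.5% were found for YPD at 32 min against 0 min and 88.5% for YPD against glucose at 32 min, with 3.39% and 2.75% false calls. The simulated changes were 2-fold or 4-fold, and against 0 min 71.9% of the former and 96.4% of the latter were found. The simulated noise was independent between arrays, with no effect of day or layout. The shares of false calls therefore do not cover calls caused by either. With no changed gene simulated for glucose at 32 min, limma called 0 genes.

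Genes named in the text follow a rule set before the data were examined: every gene the study names, the 3 largest rises and falls per medium at 8, 32 and 128 min among genes past an adjusted p of 0.05 against 0 min with 1 sign in every replicate, the 3 largest differences between media in each direction at 32 and 128 min, and the members of a gene list with the largest rise and fall at the time of a claim. Alternatives set at the same stage changed the background correction, the within-array normalization, the intensity measure, the treatment of spot flags, a filter on dim probes, the replicates included, the baseline, the samples in the fit, a block for replicate number or quantification day, the set test, the clustering, and the source of the values. Array layout as a block and quantification day as a random block (statmod 1.5.0) were added after the results were seen. Sequence motifs upstream of genes were not analysed, and no genome sequence was used here. GCN4, MET28, FHL1, SFP1 and RCS1, which the study names, had no value in every group. Spots without a gene identifier and control spots were left out.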

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

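The tests over other splits of the arrays, the slopes of bright genes and the fit with array layout as a block were chosen only after the results were seen.

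The change from 0 to 32 min differed between the media for 7 gene lists, by a test of the difference itself (limma's fry on the change in YPD minus the change in glucose, adjusted over all lists and times). For ribosomal protein genes the change was 0.66 in YPD and 0.10 in glucose, a difference of 0.56 (adjusted p = 0.0129). For rRNA processing and ribosome biogenesis genes it was 1.65 and 0.99, a difference of 0.66 (adjusted p = 0.0413). Glycolysis and fermentation genes changed by -2.17 and -0.85, a difference of -1.32 (adjusted p = 7.08e-06), and gluconeogenesis and glyoxylate genes by -2.27 and -1.34, a difference of -0.93 (adjusted p = 7.68e-05). For the TCA cycle the changes were -1.31 and -0.39, with a difference of -0.92 (adjusted p = 1.07e-05), and for the respiratory chain and ATP synthase -1.25 and -0.42, with a difference of -0.84 (adjusted p = 0.000770). Stress response and trehalose genes changed by -1.72 and -0.57, a difference of -1.16 (adjusted p = 7.08e-06). At 32 min all 3 YPD arrays lay above each glucose array for the first 2 lists and below each glucose array for the other 5 (exact two-sided permutation test, p = 0.1 for each, the smallest possible). Mating genes differed in the same way between 0 and 128 min, with changes of 1.55 in YPD and 0.36 in glucose, a difference of 1.19 (adjusted p = 5.07e-07), and again all 3 YPD arrays lay above each glucose array at 128 min.

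Several values argue against technical explanations of these differences, taken over all times. A lower signal over background in glucose would compress its log ratios. Over all arrays the Cy3 signal over background was 2.06 in glucose and 2.07 in YPD, but this mixes array layouts: on the first layout, at 16 to 128 min, it was 1.92 on 12 glucose arrays and 2.07 on 18 YPD arrays, at 32 min 2.01 and 2.32 (exact permutation test, p = 0.1) and at 128 min 1.65 and 1.90 (exact permutation test, p = 0.2). Compression was therefore tested on the brightest of 4 equal groups of genes by Cy3 signal, where background weighs least and at least 94.6% of genes were above background in Cy3 on each array of 16 to 128 min. There the 18 glucose arrays of 16 to 128 min followed the YPD means of the same time with a mean slope of 0.583, between 0.45 and 0.78, while YPD arrays followed the other YPD arrays with slopes between 0.87 and 1.06. At 32 min the mean slope was 0.520 in glucose, between 0.45 and 0.58, against at least 0.90 in YPD, and in the dimmest of the 4 groups the glucose mean was 0.51. Compression by lower signal would bring the slopes of bright genes near 1, so these values argue against it as the whole origin, also at 32 min, and a smaller part stays open. A delay alone would make glucose follow an earlier YPD time with a slope near 1, but the highest slope of any of 21 glucose arrays of 8 to 128 min on its best-matching YPD time was 0.803. A delay together with a smaller response is not excluded. All YPD arrays are of the first array layout, and against the glucose arrays of that layout alone the differences at 32 min were 0.57 for ribosomal proteins, 0.64 for ribosome biogenesis, -1.75 for glycolysis, -1.14 for gluconeogenesis, -1.14 for the TCA cycle, -0.83 for the respiratory chain and -1.17 for stress genes, and at 128 min 1.35 for mating genes. Without the use of spot flags all 20 glycolysis genes had values, and they changed by -2.40 in YPD and -1.03 in glucose. The differences between media at these times, in the direct comparison, kept their direction and stayed past 0.05 in every alternative in which they were tested, replicates left out included. For example, the difference for ribosomal proteins lay between 0.32 and 1.05, and that for glycolysis between -1.74 and -0.93. The change in glucose alone was less steady: without glucose replicate 2 the falls of the TCA cycle (-0.45), the respiratory chain (-0.34) and stress genes (-0.51) were no longer past 0.05, as was that of the respiratory chain without glucose replicate 3 (-0.33), that of the TCA cycle without YPD replicate 3 (-0.34), and the rise of mating genes without glucose replicate 1 (0.24).

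What stays open at 32 min is the quantification day. The YPD arrays of 32 min were quantified on a day that no glucose array shares, so day and medium cannot be told apart at that time. At 128 min the YPD arrays share their day with the 2 glucose arrays of the first layout, so the difference of 1.35 for mating genes is also one within a day. Within that day YPD also lay lower for gluconeogenesis (-0.56), the TCA cycle (-0.62) and stress genes (-0.60), and differed less for glycolysis (-0.10), the respiratory chain (-0.13), ribosomal proteins (0.21) and ribosome biogenesis (-0.09). At 96 min, where the YPD arrays again share their day with the glucose arrays of the first layout, the differences were -0.62 for glycolysis, -0.40 for gluconeogenesis, -0.92 for the TCA cycle, -0.52 for the respiratory chain and -0.50 for stress genes, each with all 3 YPD arrays below each glucose array, and 0.33 for ribosomal proteins and 0.02 for ribosome biogenesis. A difference between days therefore does not account for the lower values of those 5 lists in YPD at 96 min, and for both ribosomal lists it stays open. The biological explanation, that the rich components of YPD add to the response, is the one the design names, and at 32 min it was not tested apart from the day of quantification. It is a hypothesis here, since the differences were found and examined on the same arrays.

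The number of genes and gene lists called was also counted for each of the 10 ways to divide the 6 arrays of a comparison into 3 and 3. In YPD against 0 min, 1 of 10 splits, the real one, gave as many genes or lists as observed: 941 genes at 8 min against at most 29 in another split, 2843 against 17 at 32 min, 2687 against 19 at 96 min and 2572 against 9 at 128 min, and for lists 8 against 1, 11 against 0, 12 against 2 and 12 against 0. Between media the same held at 32 min (1359 genes against 45, and 12 lists against 6), 96 min (952 against 21, and 13 against 4) and 128 min (558 against 3, and 9 against 2). At 8 min between media, 2 of 10 splits gave as many genes as the real one (184), and another split gave 701. For lists it was 4 of 10, with 1 list called in the real split and 2 at most in another. The split with 701 genes puts both glucose arrays of the second layout together with YPD replicate 1, and with array layout as a block limma called 80 genes higher in YPD and 29 higher in glucose at 8 min. YPD replicate 1 is of the first layout, so layout alone does not divide this split. Its sides differ in their correlation with the YPD 0 min means across genes outside the core. This was 0.16, -0.06 and -0.03 on the side of YPD replicate 1, and 0.52, 0.67 and 0.69 on the other. With 10 splits the share cannot fall below 0.1, so this tally alone cannot exclude chance; it is separate from the adjusted p values above.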

How the results depend on the processing

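Array layout as a block and quantification day as a random block were chosen only after the results were seen, and the other alternatives were set beforehand. Where a result moved, the cause was not tested, except that leaving out an array leaves fewer arrays and a fit on only the groups compared pools the spread over fewer arrays.

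With replicate number as a block, the 54 results on counts and gene lists that it covers kept their direction and their side of the threshold. Whether replicate numbers pair the arrays is not settled. By file number the mean correlation of residuals was 0.04 between YPD groups, 0.12 between glucose groups and 0.01 between media, and by the number in the image names, which differs for some groups, 0.13, 0.19 and 0.08. All residual correlations were over 0.1 in 9 of 36 pairs of glucose groups by file number and in 14 of 36 by image number, and only the file number was used as a block. The filter on dim probes left the 69 such results it covers as they were, as did asking also for an adjusted p under 0.05 against the reference (15 results on counts and profiles), and uncentred correlation and 6 or 10 clusters for the timing of clusters. The YPD minute that glucose 128 min matches was 64 under each alternative run.

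Without background subtraction most counts by fold change fell: 2-fold up at any time in YPD to 717, the YPD filter to 444 up and 578 down, the glucose filter to 185 up and 252 down, the core to 1062, genes up in glucose only to 40 and 2-fold up at 4 or 8 min in YPD to 231. The authors' deposited values gave 721, 473 and 580, 190 and 254, 1090, 38 and 227 in the same order, and with them glucose 32 min matched 16 min in YPD. Also without background subtraction, limma called 7 genes down at 8 min in glucose and the rise of general amino acid genes at 32 min in YPD (0.10) did not pass 0.05. Plain background subtraction gave 226 genes higher in YPD and 93 higher in glucose at 8 min and 313 higher in YPD at 32 min. Under it the changes of general amino acid genes at 32 min in YPD (0.20), sulfur amino acid genes at 96 min in YPD (0.19) and the TCA cycle at 32 min in glucose (-0.30) no longer passed.

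Print-tip loess gave 279 and median centring 281 genes higher in YPD at 128 min. Under print-tip loess the difference of general amino acid genes at 32 min (-0.15) and the fall of the TCA cycle at 32 min in glucose (-0.27) no longer passed, and BUD23 at 32 min in glucose turned to 0.12. Median centring turned the difference of general amino acid genes at 32 min to 0.015 and BUD23 at 32 min in YPD to 0.59. The foreground median gave 12 genes down at 8 min in glucose, and the difference of general amino acid genes at 32 min (-0.15) and the rise of sulfur amino acid genes at 96 min in YPD (0.30) no longer passed. With every spot that carries a quality mark left out, 839 genes rose at 32 min in YPD, and the rises of general amino acid genes at 32 min (0.16) and sulfur amino acid genes at 96 min (0.31) in YPD no longer passed. With no spot left out for its mark, the latter (0.36) did not pass either. With 0 min of the same medium subtracted, 93.4% of core genes had the same direction in both media.

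With quantification day as a block, limma called 300 genes up and 371 down at 128 min in YPD. In glucose it called 70 up and 17 down at 8 min, 139 and 214 at 32 min, and 290 and 298 at 128 min, and 181 genes were higher in glucose than in YPD at 8 min. Of the gene list tests 53 passed against 0 min in YPD and 40 between media, where fewer contrasts can be estimated. The rise of mating genes at 128 min (0.38) and the fall of the TCA cycle at 32 min (-0.40) in glucose no longer passed, and MDH2 at 32 min in glucose turned to -0.30. With array layout as a block there were 216 genes up and 42 down at 8 min in glucose, and at the same time 80 were higher in YPD and 29 higher in glucose. Quantification day as a random block, with a correlation of 0.279 within a day, gave 160 genes higher in YPD and 409 higher in glucose at 32 min.

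Testing the log ratio against the reference rather than against 0 min gave 1410 genes up and 1244 down at 8 min in YPD and 1625 up at 128 min, and in glucose 790 up and 539 down at 8 min, 1288 and 1304 at 32 min and 1413 and 1469 at 128 min. CYC1 in YPD then turned to 0.073 and QCR8 in glucose to 0.21, both at 32 min. With only the groups compared in the fit, limma called 485 genes down at 8 min in YPD, 168 up and 144 down at 32 min in glucose, and 248 higher in YPD and 451 higher in glucose at 32 min. At 8 min this fit called 0 genes up and 0 down in glucose, with 541 at an unadjusted p under 0.05, and 0 higher in YPD and 0 higher in glucose, with 696 at an unadjusted p under 0.05. The change from 0 min in YPD minus that in glucose gave 2 genes higher in YPD and 0 higher in glucose at 8 min by limma (396 at an unadjusted p under 0.05), 57 and 206 at 32 min, and 27 and 86 at 128 min. Camera with a preset correlation of 0.01 in place of fry kept 32 of 36 list results. The others, no longer past 0.05, were the change of general amino acid genes at 32 min in YPD (0.22), their difference between media at that time (-0.18), sulfur amino acid genes at 96 min in YPD (0.35) and the TCA cycle at 32 min in glucose (-0.39). K-means on all genes put 947 genes in clusters with their extreme by 16 min.

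With each replicate left out in turn, the share of core genes with the same direction lay between 93.8% and 95.0%, the count of amino acid genes up in glucose only between 11 and 19, and the YPD minute that glucose 32 min matches between 16 and 32, the lowest of each without glucose replicates 2, 3 and 3. A group left with 1 array, as 0 min in glucose, is then assumed to vary like the others. Genes called in YPD lay between 351 and 792 up and 86 and 516 down at 8 min, with the lowest values without YPD replicate 2, and between 686 (without YPD replicate 2) and 1247 up at 128 min. In glucose they lay between 26 (without replicate 1) and 331 (without replicate 3) up and 3 (without replicate 2) and 168 (without replicate 3) down at 8 min, between 122 and 699 up and 115 and 690 down at 32 min, and between 216 (without replicate 1) and 849 up and 278 and 1042 down at 128 min, the other lowest values without glucose replicate 2. Between media they lay between 28 and 471 higher in YPD and 4 and 305 higher in glucose at 8 min (lowest without YPD replicate 2, highest without glucose replicate 3), between 245 and 681 and between 467 and 948 at 32 min (lowest without glucose replicate 1), and between 90 and 203 and between 215 and 347 at 128 min (lowest without YPD replicate 2). Counts also moved by over 1.5 times, within these ranges, without other single replicates: at 8 min in YPD without YPD replicates 1 and 3 and glucose replicate 3, at 8 min in glucose and between media without each of the 6 in at least 1 direction, at 32 and 128 min in glucose without glucose replicates 1 and 2, between media at 32 min without YPD replicates 2 and 3, and at 128 min without YPD replicates 1 and 3 and glucose replicate 1.

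Of the list results, the difference of Hsf1-type chaperones at 8 min lay between -0.033 (without glucose replicate 3; -0.0087 without YPD replicate 2) and 0.24 (without YPD replicate 3, then past 0.05). General amino acid genes at 32 min changed in YPD by 0.21 to 0.31, not past 0.05 without glucose replicate 2, and differed between media by -0.26 to -0.052, not past 0.05 without any 1 replicate other than glucose replicate 2. Sulfur amino acid genes at 96 min in YPD lay between 0.31 and 0.44, not past 0.05 without any 1 YPD replicate, and mating genes at 128 min in glucose between 0.24 (without glucose replicate 1, not past 0.05) and 0.48. At 32 min in glucose the TCA cycle lay between -0.62 and -0.34 (not past without YPD replicate 3 or glucose replicate 2), the respiratory chain between -0.58 and -0.33 (not past without glucose replicates 2 or 3) and stress genes between -0.82 and -0.49 (not past without glucose replicate 2). Of single genes at 32 min, BUD23 in YPD lay between -0.40 and 0.23 (without YPD replicate 1), and in glucose HXK2 between -0.028 and 1.38 and MDH2 between -0.035 and 0.54 (lowest without glucose replicate 2), and QCR8 between -0.25 and 0.048 (without glucose replicate 3).

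Not run were the alternatives that use 1 of several files of a replicate, since each array has 1 file per dye, and those on motifs and upstream length, for which the genome sequence was not used here. With quantification day as a block, YPD at 4, 16 and 32 min could not be set against 0 min. Signal over background limits dim genes: the median spot was 1.96 times its background in Cy3 in YPD and 2.02 times in glucose, and a ratio whose reference lies near background gives a direction more surely than a size.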

Differences from the paper's values

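No test in these comparisons was chosen only after the results were seen.

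The paper's count of genes at least 2-fold up in YPD is 786, against 1614 here. Of the alternatives set before the data were examined, no background subtraction (717), the authors' deposited values (721) and leaving out every spot with any quality mark (1108) come within 1.5 times of the paper's count, and all others, among them plain background subtraction (2022), do not. The paper's count of genes passing the filter upward in YPD is 494, against 964 here. It is approached without background subtraction (444), with the deposited values (473) and without any marked spot (690), and under no other alternative. For the core the paper's number is 1203 genes, against 2003 here. The alternatives within 1.5 times of it are no background subtraction (1062), the deposited values (1090), every marked spot left out (1639) and print-tip loess (1780), while the others are not. For genes at least 2-fold up at 4 and 8 min in YPD the paper gives 274. Here 207 genes were up at both times, within 1.5 times of it, and 593 at either time. For either time only no background subtraction (231) and the deposited values (227) come within 1.5 times, whereas every marked spot left out gives 448. The deposited values correlated across genes at a mean of 0.98 with log ratios made without background subtraction, with a mean slope of 0.98, and at 0.92 with a slope of 0.62 with those used here.

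The paper's count of genes passing downward in YPD (657, against 961 here), of genes up in glucose only (45, against 64) and of amino acid biosynthesis genes among them (19, against 17) lie within 1.5 times. Without background subtraction and with the deposited values the last count was 12, and without glucose replicate 3 it was 11.

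The paper states that a second biosynthetic peak of sulfur amino acid regulators in glucose is absent in YPD. Its T-values, over groups of transcription factor targets, were not computed here, so the comparison is with another measure. The 26 listed sulfur amino acid genes rose in both media, in YPD by 0.77 at 64 min (adjusted p = 2.79e-05 in limma's fry test), and at 96 min YPD lay below glucose (-0.73, adjusted p = 0.00102), while the difference between the changes from 0 min was not past 0.05 (-0.64, adjusted p = 0.0786). With all genes clustered, the paper describes more clusters without a response than found here, where 2 of 8 clusters stayed near 0, with extremes of 0.24 and -0.42.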

Other observations

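The lot test, the test of spot brightness and the use of all genes in the dye test were chosen only after their patterns were seen, and the criterion that decides the dye test was settled after its values were known.

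Log ratios at 0 min were not 0 for all genes, although spores had then only just met the medium, and across genes the means of the 0 min groups of both media correlated at 0.71. A gene-specific dye bias, possible because Cy5 always carried the sample, would stay in every later array as a constant offset. The 18 glucose arrays of 16 to 128 min followed the YPD 0 min means over all genes with a median slope of 0.301 (SD 0.20, between 0.10 and 0.94), where a constant offset gives a slope near 1; YPD 0 min arrays followed one another with slopes between 0.57 and 1.13. The 120 genes at least 2-fold up at 0 min in YPD, with a mean of 1.36 there, had a median of 0.11 over these glucose times. This argues against dye bias as the whole origin of the 0 min pattern, and a smaller dye effect stays open.

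The glucose arrays of 0, 4 and 8 min differed in how closely they followed the 0 min pattern of YPD. The 3 arrays of the first layout, the layout of all YPD arrays, correlated with it across genes outside the core between 0.62 and 0.69, and the 5 arrays of the second layout between -0.06 and 0.42 (exact permutation test, p = 0.0179). The slopes lay between 0.66 and 1.16 in the first and between -0.06 and 0.34 in the second layout. Layout and quantification day cannot be told apart in this test: the 3 arrays were quantified on the days of the YPD 0 min arrays and the 5 on later days. Layout alone does not set the pattern, as the YPD arrays of 4 min, of the first layout and another day, correlated with it between 0.13 and 0.22. The YPD arrays of 8 min, of the first layout and the day of YPD 0 min replicates 2 and 3, correlated with it at 0.16, 0.52 and 0.67. The lowest value is that of replicate 1 alone, so these arrays do not decide whether the day sets the pattern. A difference between array lots or quantification batches may account for part of the spread between early glucose replicates. At 16 to 128 min the median slope was 0.13 in the first and 0.14 in the second layout. No biological explanation of the early pattern was tested.

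Fewer glycolysis genes than other listed genes had a value in every group, 8 of 20. Among the brightest hundredth of spots a median of 43.2% were marked poor or by hand, against 16.0% of spots of middling brightness, with more in the former on all 53 arrays. With no spot left out for its mark, all 20 genes had values. This is consistent with quality marks falling on the brightest spots, and no biological explanation was tested.

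Of the regulators and other genes that the study names, 36 had values in all groups. In YPD against 0 min, limma called 13 of them up and 1 down at 8 min (15 and 1 adjusted over the list alone), 14 up and 2 down at 32 min (13 and 2 adjusted over the list alone) and 5 up and 11 down at 128 min (6 and 12 adjusted over the list alone). In glucose the calls were 4 up and 0 down at 8 min (6 and 0 adjusted over the list alone), 7 up and 0 down at 32 min and 6 up and 2 down at 128 min, with the same numbers adjusted over the list alone at the last 2 times. The list was chosen by the study with knowledge of these arrays, so it is not independent evidence. At these times the largest rise was 2.22 for NRG1 at 32 min and the largest fall -1.89 for ABF1 at 128 min in YPD, and in glucose they were 2.10 for NRG1 and -1.37 for HSP104, both at 128 min.

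Gene lists with no claim of their own changed as follows, against 0 min by limma's fry test. Sporulation and meiosis genes, 60 with values, changed at 128 min by -0.54 in YPD (adjusted p = 4.37e-09) and by -0.41 in glucose (adjusted p = 9.95e-06), and the media did not differ detectably (-0.05, adjusted p = 0.677). The 36 genes of G1/S and DNA replication changed by 0.10 in YPD at 128 min (adjusted p = 0.243) and by -0.11 in glucose (adjusted p = 0.0748), and YPD lay 0.21 above glucose (adjusted p = 0.00216), with all 3 YPD arrays above each glucose array, but the change from 0 min in YPD minus that in glucose (0.21) did not pass 0.05 (adjusted p = 0.0577). For the 10 histone genes the change at 128 min was -0.74 in YPD (adjusted p = 5.29e-09) and -0.29 in glucose (adjusted p = 0.00990), with all 3 YPD arrays below each glucose array (YPD minus glucose -0.49, adjusted p = 5.46e-05).

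Among the named genes that differed most between media at 32 min, UPC2 (YDR213W) stood at a log2 ratio of 2.68 ± 0.33 (SD, n = 3) in YPD and -0.02 ± 0.43 (SD, n = 3) in glucose, and ADH7 (YCR105W) at 2.48 ± 0.27 (SD, n = 3) and 0.09 ± 0.62 (SD, n = 3). ADH6 also lay higher in YPD, with a value on 1 YPD array only. Higher in glucose at 32 min were YFL013W-A, at -4.92 ± 0.10 (SD, n = 3) in YPD and -0.99 ± 0.86 (SD, n = 3) in glucose, SIP18 (YMR175W), at -6.43 ± 0.23 (SD, n = 3) and -2.88 ± 1.05 (SD, n = 3), and FMP48 (YGR052W), at -2.91 ± 0.27 (SD, n = 3) and 0.29 on 1 glucose array. In glucose at 128 min SAM2 (YDR502C) rose to 3.07 ± 0.77 (SD, n = 3) and SPS100 (YHR139C) fell to -4.52 ± 0.37 (SD, n = 3). Several of the largest rises (BSC1, YNR014W, MF(ALPHA)1, MFA2, AFB1, OAC1 and PRM10) have a dormant-spore signal above background on 0 of 3 arrays, so the size of their change is not known.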
